A study of Triticum aestivum with 8 samples. Its data were reported in "Chromatin accessibility landscapes revealed the subgenome-divergent regulation networks during wheat grain development" (2023).

How the data were processed

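ATAC-seq was used to find accessible chromatin regions (ACRs) in developing grain of the bread wheat cultivar AK58. In this assay, the Tn5 transposase inserts sequencing adapters into DNA that is not packed in nucleosomes, so that regions with many insertions are read as open chromatin. There were 8 sample records, 2 for each of 4 stages: endosperm at 5 and 9 days and whole seed at 15 and 20 days. The labels count days after fertilization, and the study writes the stages as days after pollination (DAP5, DAP9, DAP15 and DAP20), which is the form used here. Groups were taken from the labels.

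According to the study's methods, the authors trimmed the reads with fastp, aligned them with Bowtie2 to a wheat reference genome, sorted them with SAMtools and removed duplicates with Picard. Raw peaks were called with MACS2 after reads had been shifted and extended around the Tn5 insertion site. The raw peaks were split into short overlapping bins, bins above a minimum density of Tn5 insertions were kept and merged, and peaks that overlapped a blacklist or resembled organelle DNA were discarded. The value of the density minimum, the genome build, and whether the replicates were pooled before calling were not stated.

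The deposited values were the coordinates of the ACRs, as 3 columns with the chromosome, the start and the end in base pairs. The authors' coordinates came without a score, a signal or a read number per ACR. There were 4 lists, 1 per stage, each attached to the record of replicate 1. The depth of the libraries is therefore unknown here, and no value could be set against the spread between replicates. What set the widths and numbers of the ACRs was not tested, since neither the bins nor the read densities came with the lists. A difference between lists can come from these steps as well as from the tissue.

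From the coordinates, ACRs of the 4 lists were merged into loci wherever they overlapped by at least 1 bp, and each locus was given the stages whose lists held an ACR in it. The share of loci in both lists among the loci in either was computed for the 6 pairs of stages. As background, each list was moved by a random circular shift within each chromosome, 100 times, and a second background used shifts of 10 to 500 kb. Shares are given with Wilson 95% intervals, which cover counting error only, since neighbouring ACRs are not independent. Beside them stands the number of the 21 chromosomes that showed the same direction. Chromosome lengths were not used from a reference, and the largest end coordinate in any list stood in for them. Chromosome ends were the outer 20% of that length at either end.

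Subgenomes were compared with exact two-sided sign-flip permutation tests over the 7 homoeologous groups, pairing for example 1A with 1D. The smallest p these tests can give is 0.0156. Benjamini-Hochberg adjustment was made over the 12 tests of a family (3 subgenome pairs in 4 lists) or over the 3 tests of the stage contrast, with a threshold of 0.05. Chromosomes were the units of these tests and are not biological replicates.

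The ACRs named in the text were fixed by rule before the data were examined, as were the tests and most alternatives: the widest ACR of each list, the widest locus exclusive to each stage and the widest locus of every list. Chromosomes named were those with the highest and the lowest value of a measure, and others named were chosen after their values were seen. The alternatives were a minimum width of 300 bp, only the 50000 widest ACRs of each list, a reciprocal overlap of 50%, merging within 500 bp, shares of base pairs, covered base pairs per Mb, and ends of 10% or 30%. Chosen after seeing the data were ACRs of 350 bp around each midpoint, a minimum width of 350 bp, leaving out chromosome 4B or homoeologous group 4, and numbers of ACRs not divided by length.

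Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The merging was tested on simulated data of 19992 sites, in which all 15 presence patterns were recovered with their exact number. Simulated sites lay far apart, and ACRs of the same site always overlapped. This test therefore checks the code only, and does not cover ACRs that lie close together or are called at shifted positions. Of simulated sign-flip tests without an effect, 4.25% had a p of at most 0.05. In a simulated list of 8200 ACRs with 3 breaks, the breaks were placed within 7 ACRs of their true position.

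A gene annotation or genome of the build behind the coordinates was not used here, since the build was not stated. Distances to genes, promoters of starch and storage protein genes, motifs and GC content were therefore not analysed here, although they had been planned. Leaf and RNA-seq data of the study were not analysed here either.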

Results

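To follow chromatin accessibility during grain development, ATAC-seq of wheat grain at 4 stages was compared through the ACRs listed for each stage. Endosperm, the starch-storing tissue of the grain, was sampled at DAP5 and DAP9, and whole seed at DAP15 and DAP20, with 2 sample records per stage. For the endosperm, the study's methods state that the embryo was taken out and do not mention the removal of other parts. The step from DAP9 to DAP15 was thus also a change of tissue, and the effects of stage and tissue cannot be separated. There was 1 list of ACRs per stage and no list per replicate, so that no difference between stages could be tested against replicate error. All coordinates are those of the authors' lists, whose genome build was not stated, and no gene annotation was used.

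The lists held 108846 ACRs at DAP5, 101620 at DAP9, 105578 at DAP15 and 104407 at DAP20, together 420451 ACRs on 21 chromosomes. The longest list exceeded the shortest by a factor of 1.07. Their order changed with the way of counting. Merging ACRs within 500 bp gave 99236 ACRs at DAP5, 95111 at DAP9, 95529 at DAP15 and 96131 at DAP20, so that DAP20 ranked above DAP15. A minimum width of 350 bp gave 103886, 101226, 105578 and 84901 ACRs, so that DAP20 became the shortest list. The covered length differed more than the number, with 82.3 Mb at DAP5, 79.9 Mb at DAP9, 70.3 Mb at DAP15 and 56.6 Mb at DAP20, a ratio of 1.45 between the largest and the smallest. The mean ACR was 756 bp wide at DAP5, 786 bp at DAP9, 666 bp at DAP15 and 542 bp at DAP20.

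Most ACRs had a width of 350 bp plus a multiple of 150 bp, but the lists differed in how many did not. The share of ACRs off these steps was 18.2% at DAP5 (Wilson 95% interval 17.9 to 18.4%), 1.92% at DAP9 (1.834 to 2.003%), 4.32% at DAP15 (4.20 to 4.44%) and 39.6% at DAP20 (39.3 to 39.9%). ACRs under 350 bp made up 4.56% of the DAP5 list, 0.388% of the DAP9 list and 18.7% of the DAP20 list, while the narrowest ACR at DAP15 was 350 bp. The widest ACR at DAP5 spanned 11750 bp (1D, 408067693 to 408079442), and that at DAP9 spanned 9650 bp (6D, 451553563 to 451563212). The widest at DAP15 was 11150 bp (3A, 632541938 to 632553087) and the widest at DAP20 was 8300 bp (4A, 713113455 to 713121754). All 4 of these ACRs lay in loci with an ACR in every list.

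**Figure D1:**
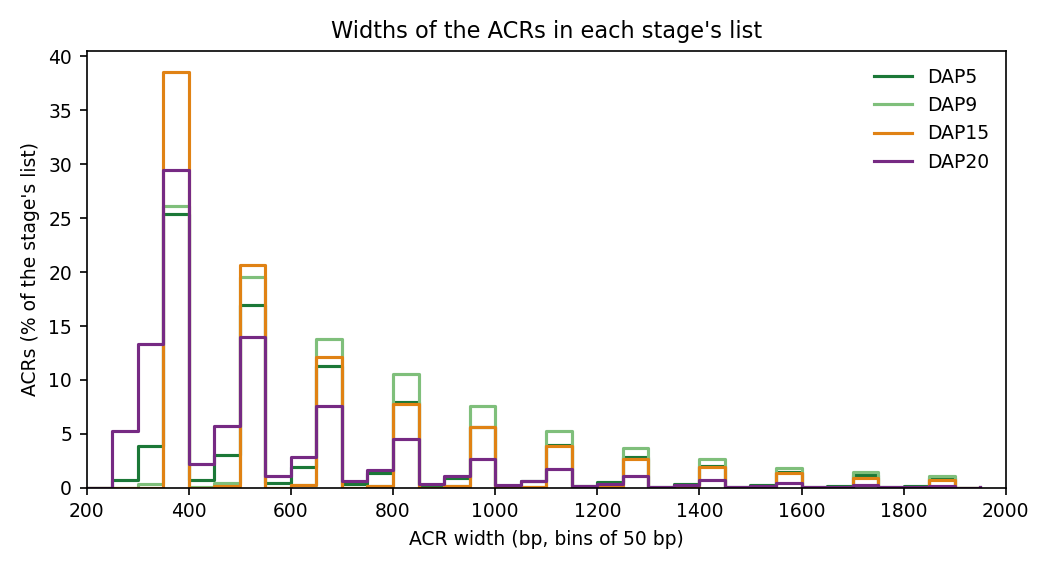
Widths of the ACRs in each stage's list, in bins of 50 bp (horizontal axis, shown up to 2000 bp), against the percentage of the list in each bin (vertical axis), with 1 line per stage. Peaks sit at 350 bp and at every 150 bp above it. ACRs between these peaks and below 350 bp are most frequent in the DAP20 list, followed by the DAP5 list.

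To ask how far the stages shared their accessible regions, the 4 lists were merged into 180461 loci. Of these, 42864 loci (23.8%, 23.6 to 23.9%) had an ACR in every list, 26517 in 3 lists, 37223 in 2 lists and 73857 in 1 list. With each ACR replaced by 350 bp around its midpoint, the share in every list was 18.1%. The widest locus of every list covered 13555 bp (1D, 581582 to 595136).

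DAP5 and DAP9 shared the most, with 58.2% of the loci in either list found in both (57.9 to 58.4%). The share was 47.6% for DAP9 and DAP15 (47.3 to 47.9%), 45.0% for DAP15 and DAP20 (44.7 to 45.3%), 42.6% for DAP9 and DAP20 (42.3 to 42.8%), 41.5% for DAP5 and DAP15 (41.3 to 41.8%) and 38.9% for DAP5 and DAP20 (38.7 to 39.2%). Shifted lists shared between 0.443% and 0.559% on average, so that the observed shares were 80.1 to 104 times as high. A reciprocal overlap of 50% lowered the shares most, to 43.4% for DAP5 and DAP9 and 23.0% for DAP5 and DAP20. DAP5 and DAP9 had the highest share on 21 of 21 chromosomes. DAP9 and DAP20 ranked above DAP5 and DAP15 on only 14 of 21 chromosomes, and below it with the 50000 widest ACRs (35.8% against 36.3%), with reciprocal overlap (25.2% against 25.5%) and in base pairs (32.7% against 34.7%). The order of these pairs was therefore not resolved. The 3 pairs with DAP15 had their lowest share on chromosome 4B, at 29.3% with DAP5, 33.6% with DAP9 and 31.4% with DAP20.

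**Figure D2:**
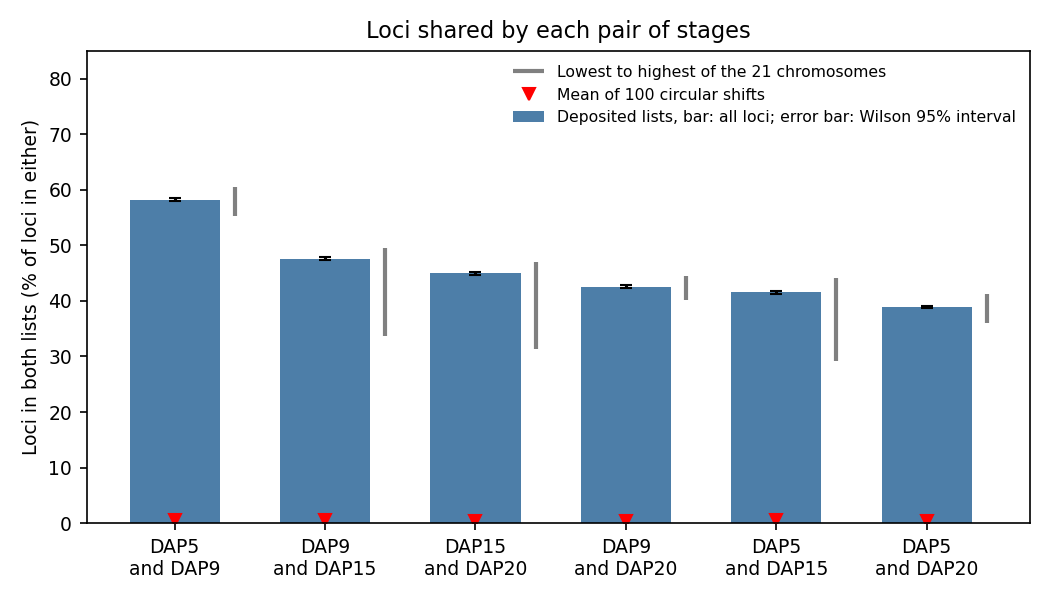
Loci found in both lists as a percentage of the loci in either (vertical axis) for the 6 pairs of stages, with Wilson 95% intervals, the range over 21 chromosomes as grey lines and the mean of 100 circular shifts as red triangles. DAP5 and DAP9 stand highest at 58.2%, and all shifts average below 0.56%.

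Loci present in both endosperm lists and in neither seed list numbered 15008 (8.32% of all loci, 8.19 to 8.44%). Loci in both seed lists and in neither endosperm list numbered 8317 (4.61%, 4.51 to 4.71%). The order was the opposite for loci in at least 1 list of the tissue and in no list of the other, with 44958 (24.9%) for endosperm and 52224 (28.9%) for seed.

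Loci exclusive to a stage were counted as presence calls, which differ from differential ACRs that need read numbers. They made up 18.8% of the loci at DAP5 (19606 loci, 18.6 to 19.0%), 10.5% at DAP9 (10344 loci, 10.3 to 10.7%), 20.8% at DAP15 (20671 loci, 20.6 to 21.1%) and 23.9% at DAP20 (23236 loci, 23.6 to 24.2%). A reciprocal overlap of 50% moved these shares most, to 37.8% at DAP20 and 19.8% at DAP9. DAP9 had the lowest share on 21 of 21 chromosomes. DAP20 exceeded DAP15 on 20 of 21 chromosomes, the exception being 4B, where the DAP15 share reached 32.1%. With only ACRs of at least 350 bp, the order was reversed, at 23.3% for DAP15 and 18.8% for DAP20. With the 50000 widest ACRs of each list, DAP20 stayed above DAP15 (28.2% against 22.8%). The narrowest of them was 650 bp at DAP5 and DAP9, 500 bp at DAP15 and 468 bp at DAP20. The narrower DAP20 ACRs were thus set against lists cut at a larger width, which can raise the DAP20 share. DAP15 exceeded DAP5 on 18 of 21 chromosomes, the exceptions being 6B, 7A and 7D.

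**Figure D3:**
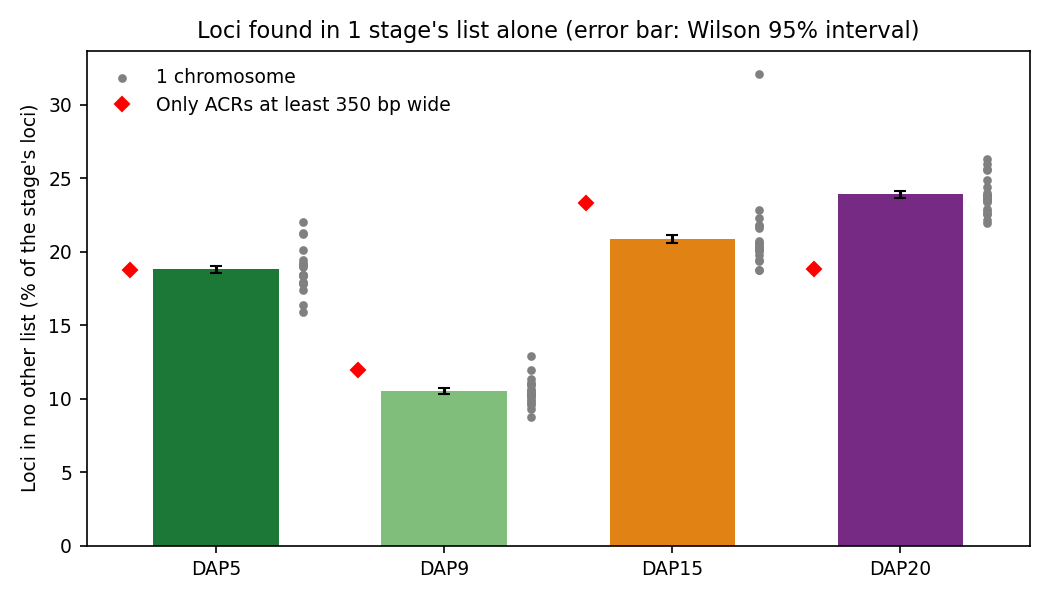
Loci found in no other list as a percentage of each stage's loci (vertical axis), with Wilson 95% intervals, single chromosomes as grey points and the value with only ACRs of at least 350 bp as red diamonds. DAP20 is highest in the deposited lists at 23.9%, whereas DAP15 is highest at 23.3% with that minimum.

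Exclusive ACRs were narrower than shared ones. Their mean width was 479 bp at DAP5, 458 bp at DAP9, 449 bp at DAP15 and 398 bp at DAP20, against 951, 1010, 849 and 654 bp for ACRs of the same lists in loci of every list. The widest exclusive locus was 4532 bp at DAP5 (5A, 554070783 to 554075314) and 2150 bp at DAP9 (5D, 213943737 to 213945886). It was 2450 bp at DAP15 (2B, 550855850 to 550858299) and 3800 bp at DAP20 (1D, 492889807 to 492893606).

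Bread wheat carries the 3 subgenomes A, B and D, and the study asked how they diverge. ACR density was highest in the D subgenome at each stage. At DAP5 it was 7.30 ± 0.685 ACRs per Mb in A, 6.82 ± 0.934 in B and 9.48 ± 0.719 in D (mean ± SD, n = 7 chromosomes). At DAP20 it was 6.91 ± 0.652 in A, 6.57 ± 0.816 in B and 9.16 ± 0.742 in D (n = 7 chromosomes). The A subgenome lay below D in 7 of 7 homoeologous groups in all 4 lists, by between -2.08 and -2.28 ACRs per Mb, and each exact sign-flip permutation test gave p = 0.0156 (adjusted 0.0234), the smallest possible. The B subgenome also lay below D in 7 of 7 groups in all 4 lists, by between -2.58 and -2.76 ACRs per Mb, with the same exact p of 0.0156 (adjusted 0.0234). A and B did not differ past the threshold at any stage, the smallest exact permutation p being 0.125 at DAP9 (adjusted 0.167, A higher in 5 of 7 groups). These differences concern density. In number of ACRs per chromosome, not divided by length, A lay below D by -177 ACRs at DAP5 and the 8 comparisons with D did not pass the threshold, with adjusted exact p from 0.516 to 0.542. Chromosome 1D had the highest density in each list, with 10.6 ACRs per Mb at DAP5. The lowest was on 1B at DAP5, DAP9 and DAP20 (5.33, 4.85 and 5.03 ACRs per Mb) and on 4B at DAP15 (5.12 ACRs per Mb).

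**Figure D4:**
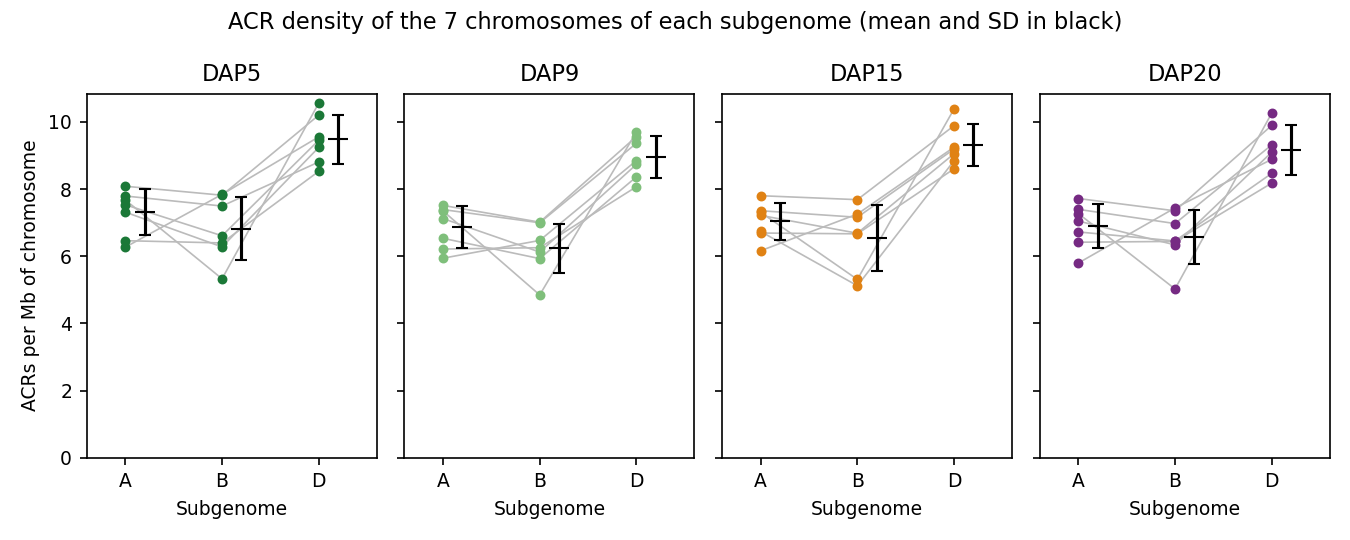
ACRs per Mb of chromosome (vertical axis) for the 7 chromosomes of subgenomes A, B and D in each stage's list, with grey lines joining homoeologous chromosomes and the mean and SD in black. The D chromosome is the densest of its group in each of the 7 groups and 4 lists.

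To test whether the subgenome contrast changed between stages, the log2 density differences at DAP20 were set against those at DAP5. They differed by -0.03 for A minus B, -0.03 for A minus D and -0.0017 for B minus D, and 0 of 3 exact permutation tests passed the threshold or had a raw p under 0.05 (smallest p 0.281, adjusted 0.445). With the 50000 widest ACRs, A minus B fell by 0.12 on the log2 scale in 7 of 7 groups (exact permutation p = 0.0156, adjusted 0.0469), and in covered base pairs per Mb it fell by 0.07 with the same adjusted exact p. The value of 0.12 also carries the rule for tied widths, which can act unequally on the chromosomes of a group. Covered base pairs have no such cutoff.

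For the share of exclusive loci, 0 of 12 subgenome comparisons passed the threshold, and 3 had a raw exact permutation p under 0.05. With 7 groups and 12 tests, a difference in 1 comparison alone could not have passed. A lay below B at DAP20 by -1.31 percentage points in 7 of 7 groups and below D at DAP15 by -1.02 points in 7 of 7 groups (both exact p = 0.0156, adjusted 0.0938). At DAP15, A lay below B by -3.45 points in 6 of 7 groups (exact p = 0.0312, adjusted 0.125), a difference that includes the high share on 4B. Without homoeologous group 4, this difference was -2.11 points (exact permutation p = 0.0625, adjusted 0.188). With 6 groups, the smallest p that the test can give is 0.0312. With the 50000 widest ACRs, A exceeded D at DAP15 by 1.49 points (adjusted exact permutation p = 0.234), the opposite direction. Chromosomes that lost tied ACRs at the cutoff enter this value, so that it cannot be read as an effect of width alone.

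ACRs lay towards the chromosome ends. The outer 20% at either end, together 40% of the length, held 61.7% of the ACRs at DAP5 (61.5 to 62.0%), 59.8% at DAP9 (59.5 to 60.1%), 59.5% at DAP15 (59.2 to 59.8%) and 65.0% at DAP20 (64.7 to 65.3%). The outer 10% at either end held 42.9% at DAP20 and 37.2% at DAP15. DAP20 had a higher share than DAP5 and DAP9 on 21 of 21 chromosomes and than DAP15 on 20. Of loci exclusive to DAP20, 71.1% lay at the ends (70.6 to 71.7%), against 65.4% for DAP5 (64.8 to 66.1%), 56.4% for DAP9 (55.4 to 57.3%), 54.2% for DAP15 (53.5 to 54.9%) and 61.5% for loci of every list (61.1 to 62.0%).

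Chromosome 4B stood apart in the DAP15 list. In windows of 20 Mb, the DAP15 list deviated from the median list by at least 1 on the log2 scale in 24 of 34 windows of 4B and in 0 of 665 windows on other chromosomes. With the number of breaks set to 3 after the pattern had been seen, 4B fell into 4 segments. From 1 to 230358952, the DAP15 list held 2448 ACRs, against 1260 at DAP5, 1375 at DAP9 and 1245 at DAP20. From 230358953 to 302849678, it held 44 ACRs against 224, 185 and 207. From 302849679 to 355502223, it held 235 ACRs against 265, 199 and 237, and from 355502224 to 673540306, 723 ACRs against 2559, 2454 and 2650. Of the loci present in all of the other 3 lists, the DAP15 list kept 96.5% in the first segment (94.7 to 97.7%), 34.2% in the second (26.1 to 43.5%), 92.6% in the third (86.9 to 95.9%) and 44.1% in the last (41.3 to 46.9%). On the rest of the genome it kept 88.3% (88.0 to 88.5%).

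**Figure D5:**
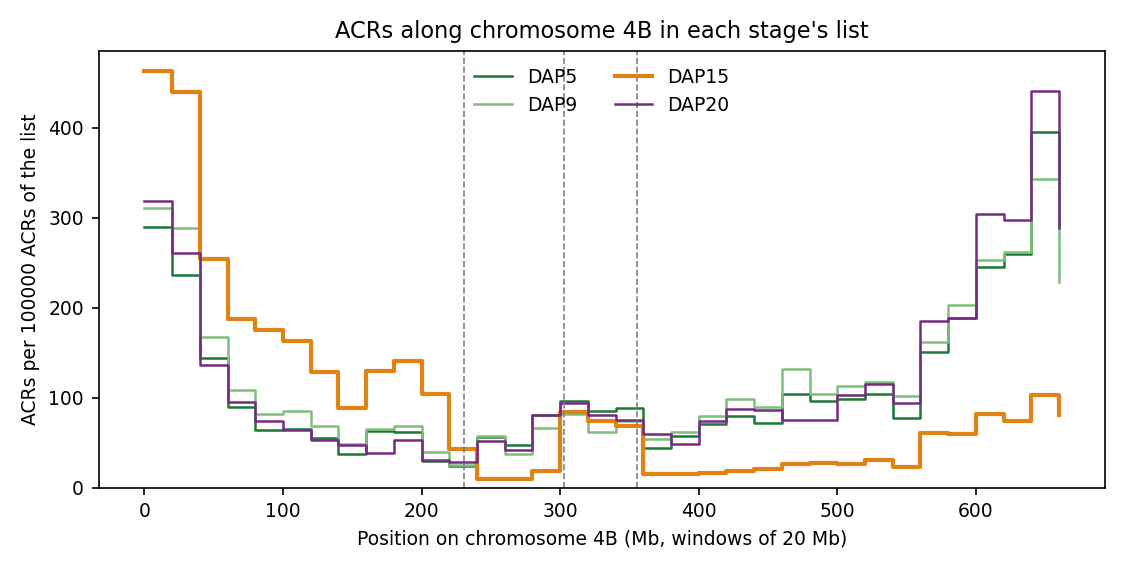
ACRs per 100000 ACRs of each list (vertical axis) in windows of 20 Mb along chromosome 4B (horizontal axis, Mb), with 1 line per stage and the 3 breaks as dashed lines. The last window is shorter than 20 Mb, and the DAP15 line lies above the others up to the first break and far below them beyond the last.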

Values the study reported

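The study reported 108846 ACRs at DAP5, 101620 at DAP9, 105578 at DAP15 and 104407 at DAP20, besides 103516 in leaf. It gave a correlation above 0.80 between the 2 biological replicates. Differential ACRs, which rest on pairwise comparisons that include leaf, numbered 8346 for DAP5, 9754 for DAP9, 15974 for DAP15, 17253 for DAP20, 13829 for DAP5 and DAP9 together and 39725 for DAP15 and DAP20 together.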

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

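The alternatives with 350 bp around each midpoint, a minimum width of 350 bp, without chromosome 4B, without homoeologous group 4, and with numbers not divided by length were chosen only after the data had been seen. No paired analysis was possible because there was 1 list per stage and none per replicate, and for the same reason no replicate was left out. Not run were the alternatives with chromosome length from a reference and those on genes, promoters, motifs and GC content, for which no matching genome was used. Restricting the lists to chromosomes 1A to 7D removed nothing, since they hold no other sequence.

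The number of ACRs per list stayed within a factor of 1.5 of the deposited number in all 16 recalculations, the largest change being that to 84901 ACRs at DAP20 with a minimum of 350 bp. The highest pairwise share was that of DAP5 and DAP9 under each alternative tried, followed by DAP9 and DAP15 and by DAP15 and DAP20, while their sizes moved. In the following, pairwise shares are given in the order DAP5 and DAP9, DAP5 and DAP15, DAP5 and DAP20, DAP9 and DAP15, DAP9 and DAP20, and DAP15 and DAP20. They were 53.8, 36.3, 33.2, 42.6, 35.8 and 39.5% with the 50000 widest ACRs, 60.8, 45.0, 42.1, 50.9, 45.5 and 48.6% with merging within 500 bp, 51.4, 35.4, 33.3, 40.9, 36.6 and 39.5% with 350 bp around each midpoint, 43.4, 25.5, 23.0, 31.1, 25.2 and 28.8% with reciprocal overlap, and 52.1, 34.7, 30.1, 40.3, 32.7 and 36.0% in base pairs. With a minimum of 350 bp, the share was 57.8% for DAP5 and DAP9, 41.0% for DAP5 and DAP15, 38.3% for DAP5 and DAP20, 41.9% for DAP9 and DAP20 and 43.9% for DAP15 and DAP20. Without 4B, the pairs of DAP15 rose to 42.0% with DAP5, 48.2% with DAP9 and 45.6% with DAP20, since the loci of 4B were left out. The 10 other pairwise recalculations stayed inside the Wilson interval. Stricter overlap and shorter ACRs lower a share by construction and wider merging raises it, and for the other settings the cause was not tested.

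Against shifts of 10 to 500 kb, in the same order of pairs, the shares were 52.8, 40.0, 38.1, 47.6, 43.3 and 49.1 times those of shifted lists. Lists shifted by 10 to 500 kb shared between 0.917% and 1.10% on average, more than lists shifted over the whole chromosome. The highest single set reached 3.13% for DAP5 and DAP9. Lists moved by nearly the same amount stay close to alignment, which can raise this background. The cause was not tested.

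Loci in every list made up 18.3% with the 50000 widest ACRs, 26.7% with merging within 500 bp, 18.1% with 350 bp around each midpoint and 24.1% without 4B.

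Exclusive shares at DAP5, DAP9, DAP15 and DAP20 were 19.4, 13.6, 22.8 and 28.2% with the 50000 widest ACRs, 16.1, 9.02, 17.3 and 21.2% with merging within 500 bp, 22.5, 13.8, 25.2 and 28.2% with 350 bp around each midpoint, and 28.8, 19.8, 33.2 and 37.8% with reciprocal overlap. With a minimum of 300 bp, they were 10.8% at DAP9, 21.4% at DAP15 and 22.1% at DAP20. With a minimum of 350 bp, they were 11.9% at DAP9, 23.3% at DAP15 and 18.8% at DAP20, which placed DAP15 above DAP20. This minimum removes 18.7% of the DAP20 list and none of the DAP15 list. Taking the off-step ACRs out of the DAP20 list, tried only after the data had been seen, also placed DAP15 above DAP20 (24.4% against 20.3%). Without 4B, the DAP15 share was 20.5%. The 5 other recalculations stayed inside the interval.

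The share at chromosome ends follows the length that is counted. At DAP5, DAP9, DAP15 and DAP20 it was 40.7, 37.4, 37.2 and 42.9% for the outer 10% at either end and 76.4, 75.8, 75.2 and 78.5% for the outer 30%, with DAP20 highest each time. Without 4B, the DAP15 share was 59.2%.

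The lower density of A and B against D kept its direction and its side of the threshold with a minimum of 300 bp, the 50000 widest ACRs, covered base pairs per Mb and without group 4. In number of ACRs per chromosome, the differences kept their direction but did not pass the threshold. For A minus D they were -177, -204, -272 and -282 ACRs, and for B minus D -275, -425, -367 and -291 ACRs, at DAP5, DAP9, DAP15 and DAP20. The shorter D chromosomes enter the density but not the number.

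The stage contrast A minus B passed the threshold in covered base pairs per Mb (-0.0724 on the log2 scale) and with the 50000 widest ACRs (-0.117), with an adjusted exact permutation p of 0.0469 each and from 0.0469 to 0.562 over its alternatives. B minus D changed sign there, to 0.0649 and 0.0300. The values with the 50000 widest ACRs also carry the rule for tied widths. The cause was not tested.

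For exclusive shares by subgenome, 10 of 60 recalculated differences changed sign, none of them past the threshold before or after. With the 50000 widest ACRs, these were A minus B at DAP5 (0.878 percentage points), B minus D at DAP5 (-0.0342), A minus D at DAP9 (-0.0876), B minus D at DAP9 (-0.505), A minus D at DAP15 (1.49) and B minus D at DAP20 (-0.633). A minus B at DAP9 was -0.0186 with merging within 500 bp. Without group 4, B minus D was -0.161 at DAP9 and -0.693 at DAP20, and with a minimum of 350 bp it was -0.0512 at DAP20. The cause was not tested.

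The lists carry no read numbers, so the effect of sequencing depth on any of these results is unknown.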

Other observations

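Of the tests in this part, those of equal widths, of ACRs within 1 kb, and of the wider width class were set before their results were seen, and all other tests, with the windows, the limits and the 3 breaks on 4B, were chosen only after the result was seen.

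Presence calls and differential ACRs are different measures, and their numbers differed in both directions. Exclusive loci numbered 19606 at DAP5, 10344 at DAP9, 20671 at DAP15 and 23236 at DAP20, and 15008 loci were in both endosperm lists alone. Each of these is higher than the number of differential ACRs quoted above for the same stage or pair, most of all at DAP5. Loci in both seed lists and no endosperm list numbered 8317, which is the only value lower than the one quoted.

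The steps along chromosome 4B at DAP15 were followed further. Over 84 scans for the best single break, 1 per chromosome and list, the DAP15 list on 4B had the largest gain in log-likelihood (939), with the break at 231 Mb. The next 3 scans by gain were the other lists on 4B, which follow from the same shares, and the largest gain outside 4B was 47.8 (5D, DAP20). A difference in depth or in the density minimum over the whole DAP15 list would move other chromosomes too, but 0 of 665 windows outside 4B deviated by at least 1 on the log2 scale. Regulation of each site on its own would leave sites of a window to change independently. Over all of 4B, without use of the segments, 18 of 30 windows kept a lower share of the loci of the other 3 lists at DAP15 than any of 639 windows elsewhere, and in SD units lay below every window in 1000 shuffles of the kept loci over the genome, while for each of the other lists 0 windows of 4B did so. An earlier form of this test, in which 19 of 19 windows in the segments with few ACRs lay below the level in the rest of the genome, used segments chosen for their low number and is not counted. Rows lost at random from the DAP15 list would leave the widths of the others as they were. At loci of all 4 lists in the last segment, DAP15 ACRs were narrower than in the other lists by a median log2 ratio of -0.77, below each of 617 windows outside 4B.

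A candidate explanation is another copy number of 4B segments in the material sampled at DAP15, with a gain in the first segment and losses in the second and the last. In the first segment, DAP15 ACRs were wider than in the other lists by a median log2 ratio of 0.44, above each of the 617 windows outside 4B, whose highest was 0.39. This hypothesis was formed on the same data, and a rule that acts on whole chromosome domains, a plant that differed from the reference there, or a processing step applied to 4B in this list alone may give the same picture. The coordinates cannot separate these, and reads of each replicate would be needed.

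Placement of 4B reads on the homoeologues 4A or 4D was looked at in 4 ways, the 2 on widths chosen after the 2 on shares had been seen, and it stays open. In the share of the DAP15 list against the other lists, 4D stood at 0.0902 on the log2 scale and 4A at 0.0731, ranks 2 and 3 of 21 chromosomes, in the direction such placement could give but below 7B. With each chromosome divided at its midpoint, the part with lower coordinates stood at 0.163 on 4A and 0.123 on 4D, ranks 3 and 5 of 40 such parts outside 4B, and the part with higher coordinates at 0.00819 on 4A and 0.0688 on 4D. The ranks of these parts were added last. All parts from rank 1 to rank 11 were those with lower coordinates, so that ranks 3 and 5 may follow a trend of the DAP15 list over many chromosomes. Which part of 4A or 4D corresponds to which segment of 4B was not examined. The median log2 width ratio at loci of all 4 lists was 0 on both 4A and 4D, as on 13 of the 18 remaining chromosomes, so that the median could not decide. The mean log2 width ratio was -0.0132 on 4A and -0.0296 on 4D, inside the range of the remaining 18 chromosomes (-0.0829 to -0.0014).

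The widths in the DAP20 list raised the question of whether they alone put DAP20 first in exclusive loci. ACRs under 350 bp were exclusive in 44.0% of cases at DAP20. Among ACRs of at least 350 bp, each set against the full lists of the other stages, the share of DAP20 minus that of DAP15 was -2.33 percentage points, and -2.04 points without 4B. This minimum takes out a class that is often exclusive from DAP20 and nothing from DAP15, so that the DAP20 share falls by construction. With the 50000 widest ACRs of each list, DAP20 stayed first (28.2% against 22.8%). The narrowest ACRs kept there were 650 bp at DAP5 and DAP9, 500 bp at DAP15 and 468 bp at DAP20. DAP20 ACRs under 500 bp thus met no ACR of like width there, which can raise the DAP20 share. Leaving out ACRs under 350 bp was enough to take DAP20 from the first rank. How lists of like widths would rank stays open. Whether the first rank of DAP20 rests on the off-step ACRs alone could not be settled, and this was tested in 3 ways. Taking them out of the DAP20 list alone gave a difference of -4.18 points, but that step raises the exclusive shares of the other lists by construction, and the test was therefore set up again after its result was seen. Among on-step ACRs set against the full lists, the difference was -0.49 points, and without 4B it was -0.21 points, where the intervals of DAP20 (18.8 to 19.4%) and DAP15 (19.0 to 19.5%) overlapped.

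Whether off-step ACRs of DAP20 lie at other places than on-step ones was tested in 2 width classes with opposite outcomes. For ACRs of 350 to under 650 bp, off-step ACRs were exclusive less often, with a difference of -8.45 percentage points, but on-step ACRs of this class were narrower (median 350 against 486 bp). For ACRs of 450 to under 550 bp, a class chosen after that result, off-step ACRs were exclusive more often, by 2.97 points. Since the sign changed with the class, nothing can be read from either value. No biological explanation was tested for the differences in width, which go with the lists.

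Exclusive loci were narrow, which could arise if wide ACRs meet others by size alone. With each ACR set to 350 bp around its midpoint, ACRs that had been at most 350 bp wide were still more often exclusive than those of at least 1000 bp, by at least 16.5 percentage points in each of the 4 lists. Size alone therefore does not account for the whole pattern. Another possible explanation is the same site called at a shifted position. Of 73857 exclusive loci, 28.5% had an ACR of another list within 1 kb, between 24.1% at DAP20 and 31.8% at DAP15, while in 20 sets of shifted lists the mean was 3.69 to 3.79%. Shifted calls may thus explain part of the exclusive loci but not most of them. A density minimum that weak sites pass in 1 list only was not tested, since no signal came with the coordinates, and a difference between stages or tissues stays open as well.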
